A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Nuclear Speckle RNA Binding Proteins Remodel Alternative Splicing and the Non-coding Arabidopsis Transcriptome to Regulate a Cross-Talk Between Auxin and Immune Responses" (2018).

How the data were processed

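The data are RNA immunoprecipitation sequencing (RIP-seq) libraries of Arabidopsis thaliana seedlings. NSRa is a nuclear speckle RNA binding protein. It was expressed under its own promoter with an HA tag, a short hemagglutinin epitope, in plants lacking the endogenous NSRa. The plants received naphthaleneacetic acid (NAA), a synthetic auxin, for 24 h and were irradiated with UV light, which crosslinks proteins to RNA in contact with them. The RIP libraries hold RNA pulled down with an antibody against the HA tag. The Mock libraries hold RNA pulled down with mouse IgG, which has no target in the plant, and the Input libraries hold RNA of the lysate before the pull-down. The labels' protocols give the NAA dose as 100 nM in one place and 1 µM in another, and the seedling age as 10, 14 or 15 days. The 6 libraries fall into 3 groups of 2 by their titles, which also number the replicates, and each column of the table matched a title.

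The libraries were depleted of ribosomal RNA and sequenced as single-end reads of 75 bp. The authors aligned the reads with STAR and counted them by strand with summarizeOverlaps in Union mode, and they name RSEM for TPM values. Software versions and the genome build are not stated. In their methods the authors describe tests of pairs of groups with DESeq2, while their results text speaks of a multi-factor analysis without naming the factors. The deposited table is described as counts, but its values are FPKM (fragments per kilobase of exon and 1e+06 reads), scaled by the authors, with each replicate in its own column. This was read from the values themselves. Multiplied by the merged exon length of each gene, they become whole multiples of a single step in each library for 99.1 to 99.3% of annotated features above 0. The step is the worth of 1 read, so the library totals and the reads of each feature were recovered from it. For assembled loci, which have no annotated length, the length was inferred from the values of the 6 libraries. The same inference on 2000 annotated genes gave the annotated length for 96.5% of them. A read counted at several genes enters the table at each of them.

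The table lists 39351 features, made up of 32674 nuclear genes, 284 organelle genes and 6393 assembled loci. All 32674 nuclear identifiers matched the gene table of the reference given here. Coordinates, gene types and exon lengths come from that reference, TAIR10.1, are counted from 1, and are used only where the identifier matched. Positions of the assembled loci were not used here. In the RIP and Mock columns, 968 features have no value, and these are the 284 organelle genes and 684 assembled loci.

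The design fixed before the data were examined named DESeq2 on counts, which was not used because the table holds FPKM. Negative binomial tests were kept here to deposited counts, although they could have been tried on the recovered reads. Of the methods for counts, only voom was run on those reads, as an alternative chosen after seeing the data. In its place limma was used with the same samples as the design, all 6 libraries in each comparison: a linear model of log2(FPKM + 1) over all 6 libraries, with empirical Bayes moderation and a mean-variance trend, and Benjamini-Hochberg adjustment over the features tested. Features with at least 1 FPKM in at least 2 libraries were tested, which left 19997. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low features. A feature counted as higher in RIP than in Input with a log2 fold change above 2 and an adjusted p under 0.01. For RIP against Mock the log2 fold change had to reach 1. Mock against Input used the thresholds of RIP against Input. Putative NSRa targets passed both RIP comparisons and had at least 2 CPM (reads per 1e+06 reads) in each RIP library. These thresholds follow the study's methods, with CPM in place of TPM. In a comparison of 2 libraries with 2, an exact permutation test cannot give a p under 0.333, so single values carry no test beyond the limma fit.

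The fit was tested on simulated reads drawn at the depth of each library, with 200 features raised in RIP by a log2 fold change of 3. Every library was drawn from the mean RIP profile, with a negative binomial dispersion (extra spread between replicates) of 0.05. No copied molecules were simulated. Among features of at least 200 CPM, the model of all 6 libraries called 64.5% of the 200 in RIP against Input and 69.5% in RIP against Mock, with 1 and 19 unchanged features called among 17584 tested. The model of only the 2 groups compared called 100% in RIP against Input. In RIP against Mock it called 0, although all 200 had an unadjusted p under 0.05. Among features of 20 to 200 CPM (17579 tested), the model of all 6 libraries called 0 in RIP against Input, where 197 of the 200 passed at an unadjusted p under 0.05, and 18.0% in RIP against Mock, with 6 unchanged features called. There the model of 2 groups called 99.0% in RIP against Input, and in RIP against Mock 0, with 199 at an unadjusted p under 0.05. A first run of this test covered the lower range only, and the range from 200 CPM was added after it had failed there. Fits without the trend and with library weights were then tried on the simulated libraries. Weights restored most calls in RIP against Input there, but on the real libraries Mock received the largest weight, and they were not used. The design's model was kept, with the real counts of both models already known. It shares one spread per feature among the 3 groups. A feature that varies in Mock is therefore more easily missed in RIP against Input. One at 0 in both Mock libraries adds no spread and passes more easily. The counts of features called by each model are given side by side for each comparison for this reason.

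Gene classes among the targets were tested with two-sided Fisher's exact tests against the features that could have passed every criterion, and the 3 tests were adjusted together. Non-coding features are lncRNA and antisense genes of the reference plus assembled loci. Genes that the reference types as ncRNA, among them GUT15, TAS1C, AT4G36648 and AT5G38005, fall outside this class. Families were read from gene symbols and synonyms, which gave 72 WRKY and 27 ERF genes in the table. The genes named in the text follow a rule set before the data were examined: the genes the study names as RIP-qPCR targets or controls, where a locus or symbol could be matched; the 10 putative targets with the largest fold change whose lowest RIP value exceeds every Input and Mock value; and the 5 largest falls among features with at least 100 reads on average in Input, where recovered reads were used as the count. Features outside that rule are said to be so. The list fixed under that rule overlooked FBOX, ARP, PIWI and PP2C, which a figure legend of the study names, and they were looked up after the data had been seen. ARP matched a symbol and was added. The names FBOX, PIWI, PP2C, ASCO, NSRa and NSRb and the loci AT1G39675 and AT1G36648 matched no entry and are not analysed here.

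The replicate numbers come from the library titles, which number the libraries of each group 1 and 2. The study names no pairing of replicates as a factor, so the replicate number entered as a block only in an alternative. Further alternatives were another scaling, other low-value filters, other thresholds, other abundance minimums and leaving out each RIP or Input library, together with others chosen after seeing the data. To ask what low depth alone can give, RIP reads were thinned to the Mock totals in 20 draws. They were drawn read by read or in blocks of identical copies, the block size being the most frequent number of reads per feature in each Mock library (at 4 reads or more, after a running mean over 5 values; where numbers only fell from there, the plain most frequent number). Input reads were thinned to the RIP totals in the same way. To see which genes share sequence, every 75 bp window of each gene's exons was looked up in the reference, mitochondrial genome included.

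Depth ranged from 154149 to 27494964 reads. Intervals on shares of reads are 95% Wilson intervals, and 3 reads are taken as the smallest detectable amount. Reads without molecular identifiers are not independent molecules, so the intervals and this floor cover counting error only. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used.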

Results

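To identify RNAs bound by the nuclear speckle protein NSRa, total RNA was sequenced from NAA-treated seedlings expressing NSRa-HA. The series holds 2 Input libraries, 2 libraries of the anti-HA immunoprecipitate (RIP) and 2 of the control immunoprecipitate with mouse IgG (Mock). All values below are FPKM as the authors computed them, or reads recovered from these values.

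The depth of the groups differed. The Input libraries held 27494964 and 25274634 reads, the RIP libraries 1599136 and 977230, and the Mock libraries 197923 and 154149. A single read was therefore worth 0.0364 and 0.0396 CPM in Input, 0.625 and 1.02 CPM in RIP, and 5.05 and 6.49 CPM in Mock. The smallest detectable amount, 3 reads, was 15.2 and 19.5 CPM in the Mock libraries, against 0.109 and 0.119 CPM in Input. Features above 0 numbered 26188 and 25953 in Input, 17232 and 17506 in RIP, but only 2449 and 5651 in Mock. The 10 largest features took 7.47% of the reads (95% interval 7.46 to 7.48%) and 7.33% (7.32 to 7.34%) in the Input libraries. They took 15.4% (15.4 to 15.5%) and 24.4% (24.3 to 24.4%) in RIP, and 55.0% (54.8 to 55.2%) and 37.1% (36.9 to 37.4%) in Mock.

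**Figure D1:**
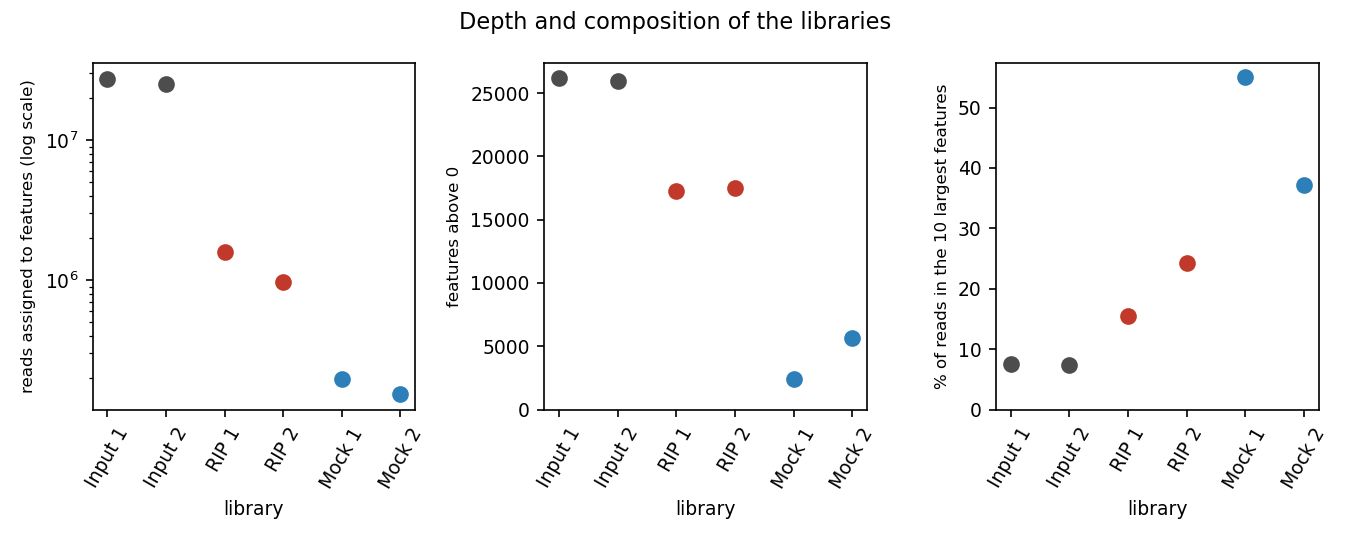
Reads assigned to features (left, log scale), number of features above 0 (middle) and percent of reads in the 10 largest features (right), with a point for each library of Input (grey), RIP (red) and Mock (blue). The Mock libraries hold 197923 and 154149 reads, and the 10 largest features take 55.0% and 37.1% of them.

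Replicates were compared next, since the precision of every comparison rests on them. Across 38383 features with a value in every library, the Spearman correlation of log2(CPM + 1) between replicates was 0.980 for Input, 0.880 for RIP and 0.367 for Mock. These are correlations across features, which are not independent replicates. Restricting the comparison to the 691 features with at least 10 reads in every library moved them to 1.00, 0.930 and 0.466. The RIP and Input libraries with the same number had coefficients of 0.840 and 0.850 across all 38383 features, and of 0.510 and 0.557 over the 691. For RIP and Mock they were 0.370 and 0.551 across all features, and 0.455 and 0.719 over the 691. Over the 691, RIP replicate 2 was thus closer to Mock replicate 2 than to Input replicate 2. RIP replicate 1 was closer to its Input. Of the features detected in either Mock library, 22.9% were detected in both, against 79.2% for RIP and 88.9% for Input. The pooled standard deviation between replicates over the tested features was 0.0879 on the log2 scale for Input, 0.931 for RIP and 1.73 for Mock. Both Mock libraries were at 0 for 13460 of the 19997 features tested (67.3%).

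The number of reads per detected feature also differed between groups. In Mock replicate 1, 588 features had 1 read, 67 had 2 reads and 22 had 4 to 6 reads, whereas 809 features had 20 to 40 reads. At 4 reads or more, the most frequent number of reads after smoothing was 27 in Mock replicate 1, 9 in Mock replicate 2 and 7 in RIP replicate 1. In both Mock libraries the histogram dipped between 1 read and that number. RIP replicate 1 had a single broad peak, and the most frequent numbers in RIP replicate 2 and the Input libraries were 2 and 1.

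**Figure D2:**
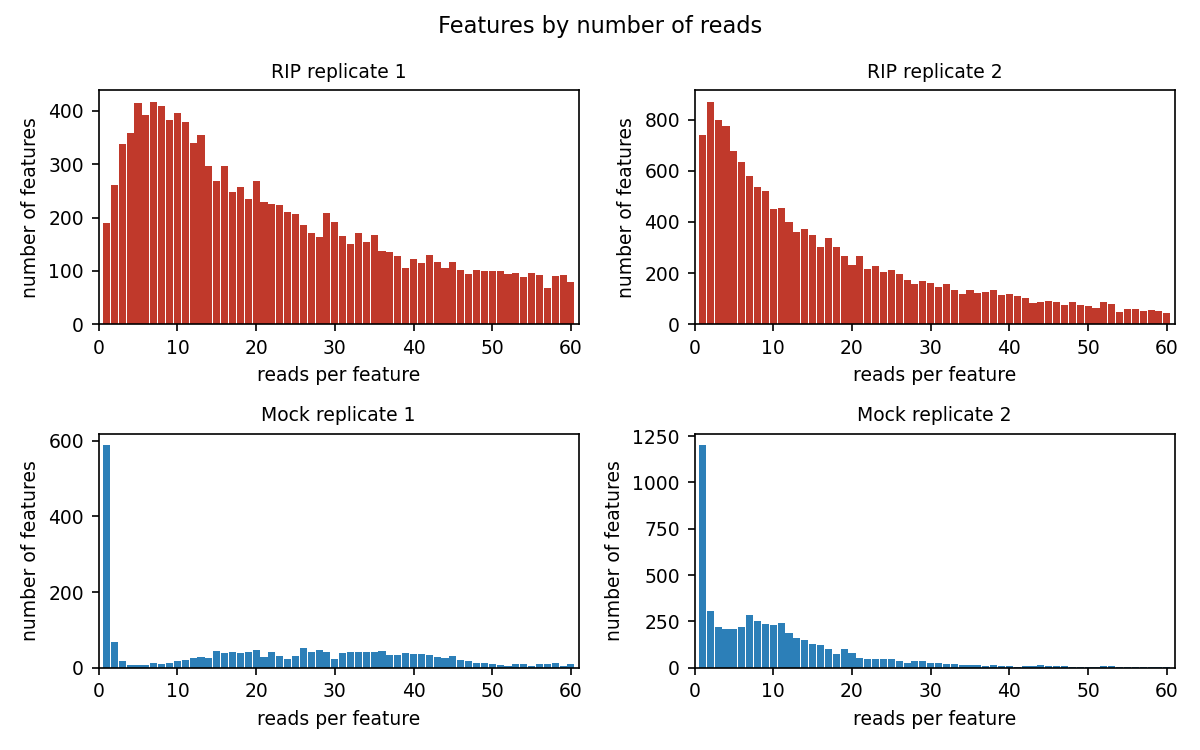
Number of features (vertical axis) by reads per feature (horizontal axis, up to 60) in each RIP (red) and Mock (blue) library. Mock replicate 1 has 588 features with 1 read, few with 4 to 6 (22 features), and a broad second group with 809 features at 20 to 40 reads.

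The libraries differed in the kinds of RNA they held. Protein-coding genes took 99.2% of the reads in both Input libraries (99.2 to 99.2% in each), 81.7% (81.7 to 81.8%) and 74.5% (74.4 to 74.6%) in RIP, and 66.8% (66.6 to 67.0%) and 72.7% (72.5 to 72.9%) in Mock. Small nuclear RNA (snRNA), the RNA part of the spliceosome, took 0.00263% (0.00244 to 0.00283%) and 0.00281% (0.00261 to 0.00302%) of the Input reads. It took 13.1% (13.0 to 13.1%) and 21.3% (21.3 to 21.4%) in RIP, and 9.95% (9.82 to 10.1%) and 10.5% (10.3 to 10.6%) in Mock. LncRNA genes took 0.169% (0.168 to 0.171%) and 0.170% (0.168 to 0.171%) in Input, 1.89% (1.87 to 1.91%) and 2.03% (2.01 to 2.06%) in RIP, and 14.0% (13.8 to 14.1%) and 8.64% (8.50 to 8.78%) in Mock. Most of the lncRNA share in Mock was 1 gene, AT1G05163 (chromosome 1, 5297847 to 5298571), named outside the naming rule for its rank. It took 11.9% (11.8 to 12.1%) and 6.25% (6.13 to 6.37%) of the Mock reads. The largest features were, outside the naming rule and picked for their rank, U1.7 (AT3G01695, chromosome 3, 1657767 to 1657928) and U1.6 (AT3G01715, chromosome 3, 1681816 to 1681977) in RIP. These U1 snRNA genes share reads, since both had 71161 reads in RIP replicate 1, so the value of either copy alone is uncertain. In Mock, RR3 (AT2G41310, chromosome 2, 17221840 to 17224880), a protein-coding gene, was the largest in replicate 1 with 19.9% (19.8 to 20.1%) of the reads. In replicate 2 the largest was GRF8 (AT4G24150, chromosome 4, 12535972 to 12539576, protein-coding) with 8.56% (8.42 to 8.70%), before RR3 with 8.16% (8.03 to 8.30%).

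To find transcripts enriched by the immunoprecipitation, RIP was compared with Input. Of 19997 features, 296 were higher in RIP with a log2 fold change above 2 and an adjusted p under 0.01 (limma, Benjamini-Hochberg), and 1155 were lower. The median log2 fold change of all features was -0.52, so changes are relative to a general shift below 0. Quantile normalization moved this median to -0.00 and gave 273 higher and 298 lower. The higher features were 20.4% of those past the threshold as deposited and 47.8% after quantile normalization. The alternative that moved the counts most was voom on the recovered reads, chosen after seeing the data, with 51 higher and 6 lower (89.5% higher). Fitting only the RIP and Input libraries gave 326 higher and 1192 lower, of which 201 and 994 were shared with the model of all 6 libraries. With the replicate number as a block, 152 were higher and 916 lower. Libraries of the same number did not deviate together from their group means, with a correlation across features of 0.00846 for RIP and Input. Of the 296 higher features, 184 were protein-coding, 26 lncRNA, 23 snRNA, 20 snoRNA (small nucleolar RNA) and 13 assembled loci. Their median FPKM in Input was 1.10, against 10.2 for all tested features.

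The background of the pull-down was measured in the same way, from Mock against Input. Here 143 features were higher and 8205 lower (limma, Benjamini-Hochberg adjusted p under 0.01). The median log2 fold change was -2.70, and 0.12 after quantile normalization, which left 161 higher and 574 lower. The share of higher features moved from 1.71% to 21.9%. Fitting only the Mock and Input libraries gave 107 higher and 10313 lower, of which 103 and 8020 were shared with the model of all 6 libraries. The replicate block gave 102 higher and 6968 lower, and the same-number correlation of Mock and Input was -0.00166. Of the 296 features higher in RIP than in Input, 95 were also higher in Mock than in Input. All 1155 features lower in RIP than in Input were also lower in Mock. For the 42 snRNA genes tested, the median log2 fold change against Input was 8.53 in RIP and 4.42 in Mock. For 172 snoRNA genes it was 0.36 in RIP and -1.71 in Mock.

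RIP was then compared with Mock directly, to ask which RNAs the HA antibody recovered beyond IgG. With all 6 libraries in the model, 6853 features were higher in RIP and 36 lower (log2 fold change of at least 1, limma with Benjamini-Hochberg adjusted p under 0.01). The fit of only the RIP and Mock libraries moved the higher count most. It called 0 in either direction, with 8509 higher and 75 lower at an unadjusted p under 0.05. This 0 depends on the exact threshold. In that fit WRKY18, WRKY40 and SAUR72 each had an adjusted p of 0.0104 (limma, Benjamini-Hochberg), just above 0.01. CAF1a, which had reads in Mock, was at 0.262 (limma, Benjamini-Hochberg). The replicate block gave 5263 higher and 12 lower, with a same-number correlation of 0.0122. Quantile normalization moved the median of all features from 2.13 to -0.17 on the log2 scale and gave 228 higher and 1785 lower. The share of higher features went from 99.5% to 11.3%. This scaling gives all libraries the same distribution and so sets the balance of a comparison itself, and it is no test of direction. Median-of-ratios scaling and scaling to nuclear genes left the share at 99.4% and 99.5%. Voom called 28 higher and 1762 lower, although its median stayed above 0 at 1.28 and 6662 were higher and 2291 lower at an unadjusted p under 0.05. Of the 6853 higher features, 6759 (98.6%) were at 0 in both Mock libraries.

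The 3 criteria together gave 192 putative NSRa targets. The count was 0 with only the 2 groups compared in each model, since no feature then passed RIP against Mock. With RIP against Mock judged by fold alone in that fit, an alternative chosen after seeing the data, it was 211, of which 102 were among the 192. The replicate block left 87, at the same-number correlations given above. In the 192 targets the log2 fold change of RIP over Input ran from 2.00 to 9.52, with a median of 2.75 and a median standard error of 0.218. In each of the 192, both RIP libraries exceeded every Input and Mock library. The median target had 36.5 and 22 reads in the RIP libraries and 39.5 and 37 in the Input libraries. All but 1 (191 of 192, 99.5%) were at 0 in both Mock libraries. At its RIP share, the median target would have had 7.70 reads in the 2 Mock libraries together, and 110 of the targets would have had under 10. Without a test, 691 features had a ratio of RIP to Input means above the threshold and at least 2 CPM in each RIP library, and all 192 targets were among them.

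**Figure D3:**
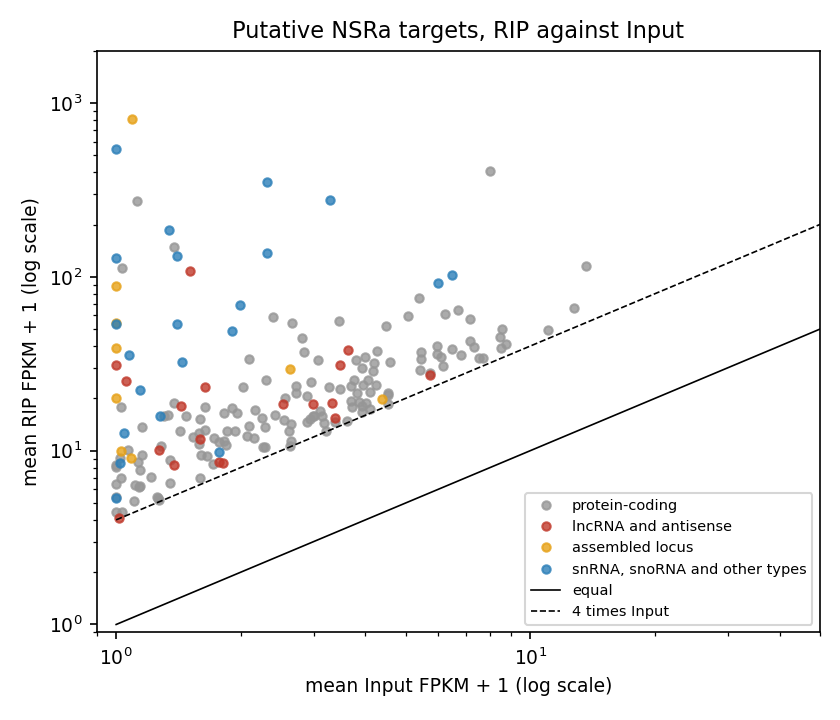
Mean FPKM + 1 in RIP (vertical axis) against mean FPKM + 1 in Input (horizontal axis), log scales, for the 192 putative targets, coloured by kind of RNA. The solid line marks equal values and the dashed line RIP at 4 times Input, and 144 of the points are protein-coding genes.

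Whether lncRNAs are overrepresented among targets was asked next. The 192 targets comprised 144 protein-coding genes, 17 lncRNA genes, 1 antisense gene, 9 assembled loci and 21 features of other kinds, among them 9 snoRNA and 3 snRNA genes. Non-coding features, counted as lncRNA, antisense and assembled loci, were 27 of 171 targets (15.8%) against 1.31% of the features that could have passed every criterion. The odds ratio was 16.4 (95% interval 10.1 to 25.7; Fisher's exact test, Benjamini-Hochberg adjusted p = 2.55e-21 over 3 tests). The alternative that moved it most was matching the protein-coding features on mean CPM, with an odds ratio of 5.75 (2.90 to 11.7). Annotated genes alone gave 12.7 (7.08 to 21.4), and the targets of the replicate block fit 22.3 (11.7 to 40.2). The median log2 fold change of lncRNA genes over Input was 0.18 in RIP and -1.54 in Mock. That of protein-coding genes was -0.52 and -2.76, so lncRNA genes lay higher with IgG too. In RIP against Mock the medians were 1.55 for lncRNA and 2.15 for protein-coding genes. The odds ratio therefore does not tell whether the excess depends on the HA antibody. Members of the WRKY family of transcription factors were 3 of the 192 targets, WRKY18, WRKY22 and WRKY40. Their odds ratio was 5.96 (1.17 to 19.0; Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0169) and 8.66 (0.997 to 34.4) under the replicate block. In the fit of 2 groups with Mock judged by fold, it was 3.49 (0.406 to 13.6) and no longer passed (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.120). ERF transcription factors numbered 4, ERF2, ERF5, ERF11 and ERF13, with an odds ratio of 30.4 (6.89 to 106; Fisher's exact test, Benjamini-Hochberg adjusted p = 4.05e-05) and 46.7 (8.20 to 181) under the block. WRKY22 and these ERF genes are named because the counts are small, after their values were seen. Features are not independent replicates, so these tests describe the lists.

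FPA and the reference gene served the study as an enriched and an unenriched RNA. FPA (AT2G43410, chromosome 2, 18025247 to 18031255) is protein-coding and overlaps AT2G43400 and AT2G09470 on the opposite strand. It had 9.56 ± 0.609 FPKM in Input (SD, n = 2), 17.0 ± 0.442 in RIP and 0 reads in both Mock libraries. The log2 fold change of RIP over Input was 0.77 ± 0.172 (SE), below the threshold, with a limma Benjamini-Hochberg adjusted p of 0.0481. RIP was at least 5.18-fold higher than the Mock floor. The reference gene PP2AA3 (AT1G13320, chromosome 1, 4563428 to 4567849, protein-coding) had 26.8 ± 0.845 FPKM in Input, 18.4 ± 0.0677 in RIP, and 1 and 0 reads in Mock. Its log2 fold change of RIP over Input was -0.52 ± 0.623 (limma, Benjamini-Hochberg adjusted p = 0.683). It was also at least 2.54-fold higher in RIP than the Mock floor. FLC (AT5G10140, chromosome 5, 3173382 to 3179448, with AT5G01675 on the opposite strand) had 12 and 4 reads in RIP. Its log2 fold change over Input was 0.69 ± 0.271 (limma, Benjamini-Hochberg adjusted p = 0.174).

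Of the non-coding RNAs named as RIP-qPCR targets, none reached the target list. GUT15 (AT2G18440, chromosome 2, 7994941 to 7997239) had 84.8 ± 1.87 FPKM in Input and 309 ± 1.42 in RIP. It overlaps AT2G10045 on the same strand, so its reads are uncertain in assignment. The log2 fold change was 1.85 ± 0.313 (limma, Benjamini-Hochberg adjusted p = 0.0232), under the fold threshold, and RIP was at least 30.2-fold above the Mock floor. With RIP and Input alone the adjusted p was 0.00246 (limma, Benjamini-Hochberg). Quantile normalization put the log2 fold change at 2.05, with an adjusted p of 0.0681 (limma, Benjamini-Hochberg). TAS1C (AT2G39675, chromosome 2, 16537288 to 16538277, with AT2G39670 on the opposite strand) reached 1.87 ± 0.254 (limma, Benjamini-Hochberg adjusted p = 0.0124), with 41 and 36 reads in RIP. AT4G36648 (chromosome 4, 17280528 to 17282730) rose from 54.3 ± 0.599 to 421 ± 91.4 FPKM, a log2 fold change of 2.91 ± 1.55. Its adjusted p was 0.298 in the limma fit of all 6 libraries (Benjamini-Hochberg), where Mock held 1 and 21 reads, and 0.00394 with RIP and Input alone. AT5G38005 (chromosome 5, 15155067 to 15156088) had 13 and 3 reads in RIP and a log2 fold change of 1.36 ± 0.465 (limma, Benjamini-Hochberg adjusted p = 0.133). AT5G09475 (chromosome 5, 26290991 to 26291232) had 8 and 0 reads in RIP and was below the minimum for testing.

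Among the protein-coding genes named by the study, WRKY18, WRKY40, SAUR72 and OCT4 were putative targets. WRKY40 (AT1G80840, chromosome 1, 30383561 to 30385499, with AT1G80850 on the opposite strand) rose from 1.09 ± 0.0243 FPKM in Input to 32.8 ± 1.67 in RIP. Its log2 fold change was 4.02 ± 0.134 (limma, Benjamini-Hochberg adjusted p = 0.00015). WRKY18 (AT4G31800, chromosome 4, 15382777 to 15385100) rose from 2.27 ± 0.0162 to 22.2 ± 4.32 FPKM, with 2.82 ± 0.189 (limma, Benjamini-Hochberg adjusted p = 0.00134). SAUR72, matched through a synonym to AT3G12830 (chromosome 3, 4078651 to 4079627), rose from 2.45 ± 0.311 to 54.4 ± 16.3 FPKM, with 3.98 ± 0.279 (limma, Benjamini-Hochberg adjusted p = 0.00153). OCT4 (AT3G20660, chromosome 3, 7225037 to 7228797) rose from 1.90 ± 0.0618 to 19.6 ± 5.05 FPKM, with 2.81 ± 0.217 (limma, Benjamini-Hochberg adjusted p = 0.0021). It did not pass in the fit of RIP and Input alone (limma, Benjamini-Hochberg adjusted p = 0.0122). With the replicate block (same-number correlation 0.00846), SAUR72 and OCT4 did not pass, with adjusted p of 0.0110 and 0.0123 (limma, Benjamini-Hochberg). All 4 genes had 0 reads in both Mock libraries. At their RIP share they would have had 15.9 (WRKY18), 15.3 (WRKY40), 18.7 (SAUR72) and 14.5 (OCT4) reads in the Mock libraries together. At 4 reads or more, the most frequent number per feature was 27 and 9 in the Mock libraries. If such reads are copies of single molecules, 0 reads in Mock is little evidence of depletion for these genes.

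MYC2, CAF1a and RAV2 were not called, and each had reads in Mock replicate 2. CAF1a (AT3G44260, chromosome 3, 15952008 to 15953346) had 1.94 ± 0.0955 FPKM in Input, 47.0 ± 4.86 in RIP and 3 reads in Mock replicate 2. Its log2 fold change of 4.02 ± 1.42 had an adjusted p of 0.141 in the limma fit of all 6 libraries (Benjamini-Hochberg) and of 0.00246 with RIP and Input alone. MYC2 (AT1G32640, chromosome 1, 11798119 to 11801407, with AT1G32630 on the opposite strand) had 16.3 ± 0.739 FPKM in Input and 64.9 ± 7.37 in RIP. It had 0 and 16 reads in Mock, and its log2 fold change of 1.92 was under the fold threshold (limma, Benjamini-Hochberg adjusted p = 0.574). With RIP and Input alone its adjusted p was 0.00452 (limma, Benjamini-Hochberg). Quantile normalization put its log2 fold change at 3.40, with an adjusted p of 0.0701 (limma, Benjamini-Hochberg). RAV2 (AT1G68840, chromosome 1, 25880155 to 25882222) had 16.7 ± 0.424 FPKM in Input, 163 ± 96.8 in RIP and 0 and 36 reads in Mock. Its log2 fold change was 3.08 ± 2.48 (limma, Benjamini-Hochberg adjusted p = 0.502). ERF1 (AT3G23240, chromosome 3, 8295617 to 8296604), with 0 and 7 reads in RIP, was below the minimum for testing. ARP, added to the named genes after seeing the data and matched by symbol alone to AT2G41460 (chromosome 2, 17285470 to 17289023, with AT2G09280 on the opposite strand), was not called either. It had 4.17 ± 0.0426 FPKM in Input, 4.01 ± 0.406 in RIP and 0 reads in Mock. Its log2 fold change was -0.05 ± 0.111 (limma, Benjamini-Hochberg adjusted p = 0.856).

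**Figure D4:**
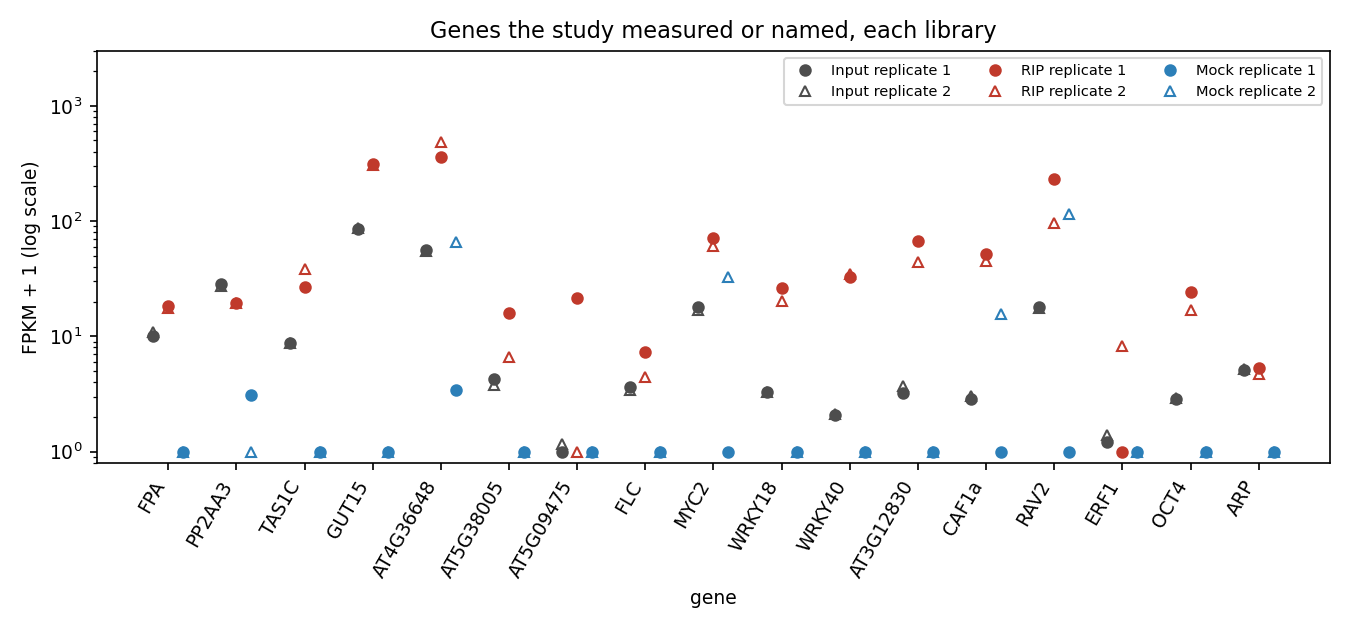
FPKM + 1 (log scale) of the genes used in RIP-qPCR or named as targets or controls, in each Input (grey), RIP (red) and Mock (blue) library, with replicate 1 as filled circles and replicate 2 as open triangles. WRKY40 has 32.8 FPKM in RIP on average and 0 in Mock, while RAV2 has 36 reads in Mock replicate 2, and SAUR72 is shown as AT3G12830.

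Most of the targets with the largest fold changes were near 0 in Input, but AT2G05235 had 2.28 FPKM there, from 10 and 15 reads. AT3G02385 had 1.32 FPKM in Input, but from only 0 and 3 reads on an exon length of 45 bp, shorter than a read. The assembled locus XLOC_012931 had 283 and 140 reads in RIP and 1 and 0 in Input, at least 1406-fold higher in RIP. U2.9 (AT4G03995, chromosome 4, 815274 to 815466, snRNA) had 252 and 50 reads in RIP and 0 in both Input libraries, at least 916-fold higher. U4.5 (AT5G04085, chromosome 5, 8972466 to 8972618, snRNA) was at least 171-fold higher, with 15 and 29 reads. Of their 75 bp windows, 54.6% (U2.9) and 44.3% (U4.5) occur elsewhere in the reference, so the assignment of their reads is uncertain. Among snoRNA genes, AT3G02385 (chromosome 3, 3579265 to 3579309) lies within AT3G11400 on the same strand and was at least 139-fold higher. SNOR105 (AT1G29071, chromosome 1, 10151668 to 10151774) was at least 174-fold higher, with 52 and 7 reads in RIP. Its log2 fold change was 5.71 without RIP replicate 1 and 7.88 without RIP replicate 2. AT5G02675 (chromosome 5, 5674579 to 5674672), which overlaps AT5G02645 on the same strand, was at least 108-fold higher. AT1G64795 (chromosome 1, 24082579 to 24082848), a protein-coding gene with AT1G64790 on the opposite strand, was at least 259-fold higher, with 42 and 32 reads in RIP. In the fit of RIP and Input alone, U4.5, AT3G02385 and SNOR105 did not pass (limma, Benjamini-Hochberg adjusted p = 0.0105, 0.0111 and 0.0204). They also did not pass with the replicate block (same-number correlation 0.00846), at 0.0120, 0.0113 and 0.0170 (limma, Benjamini-Hochberg adjusted p). Other pseudocounts were tried after seeing the data. At 0.1, AT3G02385 and SNOR105 did not pass, with adjusted p of 0.0368 and 0.0197 (limma, Benjamini-Hochberg). At 5, SNOR105 did not pass, with an adjusted p of 0.0150 (limma, Benjamini-Hochberg).

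The remaining 3 of the 10 lie close together on chromosome 2. AT2G07773 (3240494 to 3242263, protein-coding) had 440 and 118 reads in RIP and was at least 1738-fold higher than Input. AT2G07768 (3273584 to 3274154, protein-coding) had 289 and 71 reads and was at least 1112-fold higher. AT2G05235 (3338116 to 3338325, typed as miscellaneous RNA) rose from 2.28 ± 0.774 FPKM to 275 ± 120. AT2G07773 and AT2G05235 did not pass with the replicate block (same-number correlation 0.00846), at adjusted p of 0.0138 and 0.0104 (limma, Benjamini-Hochberg). AT2G07773 also did not pass with quantile normalization or a pseudocount of 0.1, at adjusted p of 0.0153 and 0.0387 (limma, Benjamini-Hochberg). Both alternatives were chosen after seeing the data. Of the windows of these 3 genes, 95.6% (AT2G07773), 91.6% (AT2G07768) and 44.9% (AT2G05235) also occur in the mitochondrial genome. The genes around them were examined for this reason. Between 3239693 and 3505260 on chromosome 2, 64 genes were tested, and in all 64 RIP exceeded Input on average. Past the threshold were 32 in RIP against Input and 22 in Mock against Input, 20 of them in both, and 10 of the 64 were putative targets. These 64 genes took 0.00225% (0.00208 to 0.00244%) and 0.00205% (0.00188 to 0.00224%) of the Input reads, 1.89% (1.86 to 1.91%) and 1.10% (1.08 to 1.12%) in RIP, and 1.01% (0.963 to 1.05%) and 1.75% (1.69 to 1.82%) in Mock. The 12 tested genes within 400000 bp on either side had a median log2 fold change of RIP over Input of -0.67, and 0 of them passed.

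**Figure D5:**
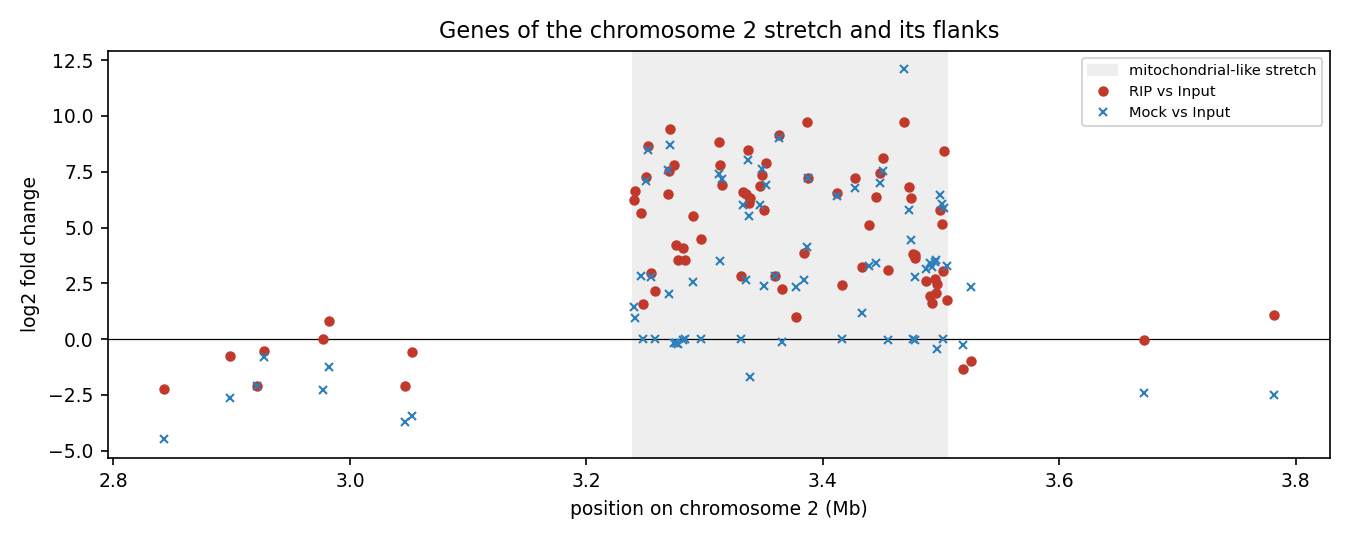
Log2 fold change over Input (vertical axis) of RIP (red circles) and Mock (blue crosses) for the genes between 3239693 and 3505260 on chromosome 2 (grey band) and within 400000 bp on either side, by position in the reference. All 64 genes in the band lie above 0 in RIP, whereas the 12 genes outside have a median of -0.67.

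At the other end, the 5 largest falls all had at most 2 reads in any RIP library. EXPB2 (AT1G65680, chromosome 1, 24427266 to 24428673) had 227 ± 1.11 FPKM in Input and was at least 101-fold lower in RIP. AT4G30650 (chromosome 4, 14954204 to 14955114) was at least 49.3-fold lower and AT5G42530 (chromosome 5, 17004738 to 17005510) at least 45.0-fold. AT2G18370 (chromosome 2, 7980532 to 7981868) was at least 30.9-fold lower and AT1G76960 (chromosome 1, 28920317 to 28920976) at least 18.1-fold. All 5 are protein-coding and had 0 reads in both Mock libraries. Their adjusted p ran from 8.74e-05 to 0.00349 (limma, Benjamini-Hochberg). With a replicate block (same-number correlation 0.00846) AT5G42530 no longer passed, at an adjusted p of 0.0128 (limma, Benjamini-Hochberg). With a pseudocount of 0.1, an alternative chosen after seeing the data, neither AT5G42530 nor EXPB2 passed, at adjusted p of 0.0374 and 0.0173 (limma, Benjamini-Hochberg).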

Values the study reported

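The study reported 342 putative targets of NSRa, of which 53 were lncRNA, and gave a 1.9 fold enrichment of lncRNA over mRNA among them.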

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

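The test in this part was chosen only after the result was seen. A signal appeared in values that no comparison above uses. Of 684 assembled loci without any value in the RIP and Mock libraries, 69 had more than 3 reads in both Input libraries. The 684 loci took 10289 reads in Input replicate 1, or 0.0374% (95% Wilson interval 0.0367 to 0.0382%), and 8181 reads in replicate 2, or 0.0324% (0.0317 to 0.0331%). Since no value is given, these loci could not be tested as targets, and it cannot be said whether any was recovered with NSRa.

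The candidate explanation is technical, namely one block of assembled loci left out of the immunoprecipitation columns by the authors' processing. If so, the loci without a value should be consecutive in the numbering of assembled loci. Of the loci numbered from the lowest one without a value upwards, 100% had no value, which is consistent with such a block. No biological explanation was tested, as the groups do not give one. The 284 organelle genes also lack values in RIP and Mock, and they are listed at exactly 0 in both Input libraries, so nothing could be examined there. A 0 for all of them is not read here as absence of expression.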

How the results depend on the processing

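Unless said otherwise, counts use the thresholds of the report. Alternatives with quantile normalization, median-of-ratios scaling, pseudocounts of 0.1 and 5, voom, repeated windows and Mock judged by fold alone, together with the class tests without a Mock criterion and the 2-group fits of named genes, were chosen after seeing the data. The others were set before the data were examined. The cause of each change was not tested unless stated.

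Scaling moved the balance of calls. Quantile normalization gave 298 features lower in RIP than in Input, 228 higher and 1785 lower in RIP than in Mock, 574 lower in Mock than in Input, and 77 putative targets, of which 65 were shared. Median-of-ratios scaling and scaling to nuclear genes kept all 7 counts within 1.5 times, with 183 and 192 targets. A pseudocount of 0.1 gave 1972 lower in RIP than in Input and 291 targets. A pseudocount of 5 gave 153 higher and 311 lower in RIP than in Input, 4476 higher in RIP than in Mock, 3423 lower in Mock than in Input, and 63 targets. Without the filter on low values, 22 features were lower in RIP than in Mock.

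The model moved it too. With only the 2 groups compared, RIP against Mock gave 0 higher and 0 lower (8509 and 75 at an unadjusted p under 0.05), and therefore 0 targets. Some genes narrowly missed the threshold in that fit, such as WRKY40 at an adjusted p of 0.0104 (limma, Benjamini-Hochberg). In simulated data of this depth, that fit called 0 of 200 truly raised features in RIP against Mock. Of these, 199 or 200 had an unadjusted p under 0.05. Low depth is therefore a possible cause. The simulated libraries held no copied molecules and shared a dispersion of 0.05, so they may differ from the real Mock libraries. The replicate block gave 152 features higher in RIP than in Input, 12 lower in RIP than in Mock, and 87 targets, all 87 of them among the 192. The pairing check gave correlations of 0.00846, 0.0122 and -0.00166, and thus showed no pairing. It could miss a weak one, since the pooled spread was 0.0879 in Input against 0.931 in RIP and 1.73 in Mock. Both Mock libraries were also at 0 for 67.3% of the features. Whether the block only spends degrees of freedom is therefore left open. Testing against the fold threshold itself gave 84 higher and 449 lower in RIP than in Input, 4140 lower in Mock than in Input, and 24 targets. Voom on recovered reads gave 51 higher and 6 lower in RIP than in Input, 28 higher and 1762 lower in RIP than in Mock, and 233 higher and 2647 lower in Mock than in Input. It gave 0 targets, with 569 features higher in RIP than in Input and 6662 higher in RIP than in Mock at an unadjusted p under 0.05. An adjusted p under 0.05 gave 81 lower in RIP than in Mock and 288 targets. Annotated genes with under 10% repeated windows left 194 features higher in RIP than in Input and 87 higher in Mock than in Input.

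For the target list alone, dropping the abundance minimum gave 200, at least 10 reads in each RIP library 139, at least 2 TPM 196, no Mock criterion 288, and a Mock log2 fold change above 2 again 192. Without a test, the number of features past the fold threshold ran from 694 to 903 when each RIP or Input library was left out in turn, against 691 with all, and was 773 without the abundance minimum. The odds ratios of non-coding features and ERF genes kept their side of the threshold under every alternative run, from 5.75 to 22.3 and from 27.7 to 70.0. That of WRKY genes ran from 3.49 to 8.66 and lost the threshold with Mock judged by fold alone (3.49, Fisher's exact test, Benjamini-Hochberg adjusted p = 0.120; adjusted p from 0.0152 to 0.0476 in the other alternatives).

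For the 30 named genes tested, refitted results were judged by the adjusted p alone (limma, Benjamini-Hochberg, under 0.01), without the fold threshold. Of 180, 156 kept their side, 19 became weaker, 4 became stronger and 1 reversed, namely ARP with quantile normalization (0.36 on the log2 scale, from -0.05). With a pseudocount of 5, WRKY18 (1.90) and OCT4 (1.82) kept their side by p but fell under the fold threshold. GUT15 (1.85) and MYC2 (1.92), among those that became stronger with only the 2 groups compared, stayed under it in that fit. ARP alone changed sign when a library was left out. Replicate agreement at 10 or more reads in every library was 1.00 (Input), 0.930 (RIP) and 0.466 (Mock). Across all 38383 features it was 0.980, 0.880 and 0.367, unchanged by a pseudocount of 0.1, which cannot alter ranks.

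Not run were edgeR's quasi-likelihood test, TMM factors, independent filtering turned off and shrunken fold changes, since these count tests were kept to deposited counts. Of the methods for counts, only voom was run on the recovered reads. Library totals as factors are what FPKM already use. With a library left out, 1 library would remain in a group, so only fold changes were computed and no calls were made. Depth limits the Mock comparison most: at 15.2 and 19.5 CPM for 3 reads, absence from Mock of RNAs below that level was not detectable.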

Other observations

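The tests of features detected in Mock, of snRNA and snoRNA genes and of the mitochondrial-like stretch were chosen only after the result was seen. The other tests were written before their own values were known, but the tests of repeated sequence were thought of after the stretch had been noticed, and the tests of copied molecules after the read histograms had been seen.

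The target count here was 192. That is lower than the number quoted from the study above. The lncRNA, antisense and assembled loci among the targets numbered 27 here. That is lower than the lncRNA number quoted from the study above. Genes typed as ncRNA by the reference could not be counted here. GUT15, TAS1C, AT4G36648 and AT5G38005, named above as RIP-qPCR targets, are of this type. These numbers therefore cover different classes. The odds ratio of non-coding features was 16.4. That is higher than the enrichment quoted from the study above, which is a ratio of shares and was taken over other features.

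The comparison of RIP with Mock may be governed by how few molecules the Mock libraries sampled. Low depth, with and without copying, was tested, each by replacing the Mock libraries with RIP reads thinned to the same totals, so that no real difference remained. When RIP reads were drawn one by one, a median of 0 features passed as higher in RIP over 20 draws (582.5 at an unadjusted p under 0.05), so low depth alone does not give the result in this fit, which has little power at such depth. When they were drawn in blocks of copies, a median of 5630 features passed (5512 to 5690), against 6853 with the real Mock libraries. These thinned libraries also gave a median of 142 putative targets (132 to 153), 103 of them among the 192. The real Mock replicate 1 held 16.5% as many features as RIP replicate 1 thinned read by read. Plain sampling of a broad pool is therefore not what the values of Mock replicate 1 look like. Mock replicate 2 departed less, with 5651 features against a median of 13833 in RIP replicate 2 thinned read by read. Blocks gave a median of 3688.5 and 5835 detected features, against 2449 and 5651 in the real libraries. A candidate explanation is that few molecules entered the Mock libraries and were copied many times. If so, absence from Mock is little evidence that the antibody selected an RNA, because RIP RNA itself sampled in this way would still leave 103 of the 192. The block size is a single number per library and was read from the same Mock libraries, so the test is a rough one. A true depletion in Mock cannot be told apart from this explanation.

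The same explanation was tested for RIP against Input and left most of that result open. Input reads thinned in blocks to the RIP totals gave a median of 1 feature higher (0 to 2) and 122.5 lower (102 to 152) over 20 draws, against 296 and 1155. With only the 2 groups compared in the model, the medians were 0 higher and 0 lower, against 326 and 1192 with the real RIP libraries. In the model of all 6 libraries, sparse sampling of copies may therefore account for a small part of the falls and almost none of the rises. In that of 2 groups it gave neither.

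Several technical features of the gene set were weighed for the rises and the targets. RNA classes missing from Input whichever antibody is used were a candidate, since total RNA of the pull-downs may be prepared differently from that of Input. The 214 snRNA and snoRNA genes had a median log2 fold change over Input of 1.34 in RIP and -1.45 in Mock, so the median gene of the group did not meet the limit of the test. That median lies above the one of all features in Mock, -2.70, and the totals of these classes rose with IgG too. The snoRNA genes took 4.67% (4.58 to 4.76%) and 3.39% (3.30 to 3.48%) of the Mock reads, against 0.0187% (0.0182 to 0.0192%) and 0.0195% (0.0190 to 0.0200%) in Input, and 0.694% (0.681 to 0.707%) and 0.324% (0.313 to 0.336%) in RIP. The snoRNA total was thus larger with IgG than with HA. The 42 snRNA genes had medians of 8.53 in RIP and 4.42 in Mock. For snRNA a part of the rise is therefore present without the HA antibody, and the rise of the snoRNA total does not depend on it. The explanation is not excluded for either class. Exon GC content hardly separated targets from the rest of the background (area under the ROC curve 0.568, where 0.5 is none), with medians of 42.0% and 41.4%. Exon length did separate them (0.318), with a median of 1358 bp in targets and 1913.5 bp in the rest, so a length effect remains possible. Targets were low in Input (0.0628; median 1.30 against 14.0 FPKM), but a list chosen for a high ratio to Input is drawn to low Input values, and this cannot be told apart from an effect of abundance.

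Reads that match several places could be treated differently between RIP and Input. Protein-coding genes with at least 90% repeated windows (78 genes) had a median log2 fold change of RIP over Input 0.94 above that of genes with none (17784 genes), less than the 2 set as a limit. Of the annotated putative targets with a value, 18.3% (33 of 180) had at least 10% repeated windows, against 2.79% of the rest of the background. Repeated sequence is thus more frequent among targets but may explain only a minority of them. Among features with a value, 30.0% of those higher in RIP than in Input (83 of 277) and 37.0% of those higher in Mock (51 of 138) had such windows. Keeping only annotated genes below that limit, an alternative chosen after seeing the data, left 194 of 296 and 87 of 143, and this also drops features without a value.

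The stretch of chromosome 2 between 3239693 and 3505260 may hold an artifact. Its genes past the RIP against Input threshold had a median of 98.8% of their windows in the mitochondrial genome, a value that follows largely from the delimitation, since the stretch runs from the first to the last gene with at least 90% of such windows (56 of its 64 genes). It cannot by itself decide the explanation. The same genes had a median log2 fold change over Input of 6.84 in RIP and 6.21 in Mock. Their median was 0.148 FPKM in Input, 170 in RIP and 119 in Mock. The 284 organelle genes themselves have no value in RIP and Mock and are at 0 in both Input libraries, so the table does not tell where the mitochondrial reads of any library went. Mitochondrial reads may have been assigned to the nuclear copy in the immunoprecipitation libraries and not in Input, but this could not be tested. The 10 putative targets in the stretch (AT2G00490, AT2G05165, AT2G05235, AT2G07623, AT2G07672, AT2G07678, AT2G07728, AT2G07768, AT2G07773 and AT2G07835, of which the 7 other than AT2G05235, AT2G07768 and AT2G07773 are named after their values were seen) do not themselves show the rise in Mock, with log2 fold changes of Mock over Input from -1.69 to 0.93. A target has to be higher in RIP than in Mock, so the list leaves out genes that rise in both. For these 10 the explanation rests on their shared sequence and position alone. Whether NSRa binds transcripts of the stretch was not tested.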
